A study of Mus musculus with 24 samples.

How the data were processed

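RNA was measured in 24 libraries of sorted supporting cells of the mouse fetal gonad, which are the pre-granulosa cells of XX embryos and the Sertoli cells of XY embryos. Per the labels, XX cells came from a line with the Enh8-mCherry transgene and XY cells from the SOX9-IRES-GFP line, and both were collected by fluorescence-activated sorting. Polyadenylated RNA was turned into libraries with a kit that amplifies cDNA from small inputs, per the labels' protocols. No molecular identifiers are described, so amplified reads were not treated as independent molecules.

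The deposited estimated counts per gene were made by the authors; per the labels, neither the aligner, the counting program, the genome build nor the use of strand is stated. Of the count values, 17.5% were not whole numbers, and all were rounded to whole numbers before testing. The deposited TPM (transcripts-per-million) values were also made by the authors, and they summed in each library to between 0.939 and 0.962 of the full scale of TPM over the genes listed. Both tables held 32040 gene symbols, of which 7739 had no count in any library. Each library was assigned to its sex and stage from the title in its label. For XX E13.5 replicate 1, the title and description give E13.5 while another field gives E12.5, and the library was kept at E13.5.

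The build used by the authors was not known, so no coordinates were used except for the order of genes around Rps18 in 1 test. Gene types, chromosome names, GC content and transcript length were taken from GENCODE M21 (mouse genome GRCm38) by symbol, and 29546 symbols (92.2%) matched. Genes with near-identical copies, pseudogenes and overlapping or antisense genes such as Xist and Tsix or Hba-a1 and Hba-a2 are uncertain, since how their reads were divided is not stated.

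Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr on the groups, which left 16190 genes. Library sizes were scaled by TMM, and the robust quasi-likelihood test was fitted with 1 mean for each of 8 groups of 3 libraries, which gave 16 residual degrees of freedom and a common biological coefficient of variation of 17.4%. P values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p under 0.05. The adjusted p of genes given here come from this edgeR test, with exceptions named where they occur. These are fits after thinning of all libraries to the smallest total or after removal of trends on GC content and gene length. Contrasts were XX minus XY at each stage and the later minus the earlier stage in each sex. F tests asked for any change across the 4 stages within a sex, and for any difference between stages in the XX minus XY difference (the sex-by-stage interaction). Genes called at all 4 stages with 1 sign were counted. Counts-per-million values (CPM) were computed on TMM-scaled library sizes and are given as the mean ± SD of 3 libraries.

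Total counts per library ranged from 11275251 to 37256881. A count of 3, taken as the floor, corresponded to between 0.0774 and 0.26 CPM. Where all libraries of the lower group were at or under the floor, the fold difference was computed against the floor and is given as a lower bound. Intervals and floors cover counting error only.

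A total of 11 gene lists were fixed before the data were examined, as were the tests, the alternatives below and the rule for naming genes. The lists covered Sertoli, pre-granulosa, shared supporting, cell cycle and sex-label genes, and germ, steroidogenic, endothelial, immune, erythroid and interstitial cells. All but the sex-label list were tested as sets with limma's fry (limma 3.58.1), two-sided, with adjustment over 40 tests. Every gene of these lists could be named. In each XX minus XY contrast, the other genes named were the 5 with the largest fold change in each direction among those called, with at least 10 CPM in the higher group and no overlap between the groups, leaving out Xist, Tsix and Y-linked genes. In each stage-to-stage step, 3 genes per direction were named by the same rule. In the interaction test, the 5 genes with the smallest p were named. Some genes that these rules selected are not reported here, and numbers of named genes leave them out. Any gene outside this rule is said to have been chosen after its values were seen.

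The alternatives were DESeq2 size factors within edgeR, no filter beyond 1 count in any library, at least 10 counts in every library, the replicate number as a block, DESeq2 1.42.0 (Wald test, or likelihood ratio test for the F tests), limma-trend on log2(TPM + 1) and on log2(TPM + 0.1) for genes with a TPM of at least 1 in 3 libraries, limma-trend on all genes with a TPM above 0, an absolute log2 fold change of at least 1 in addition, a fit of only the libraries compared, and leaving out each library in turn. For the similarity between libraries, the alternatives were genes passing filterByExpr and log2(TPM + 1). Limma-trend on TPM rescaled by TMM was added after seeing the data. A further 7 gene lists for other sources of RNA were also chosen after seeing the data, each before its own test was run.

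The procedures were tested on simulated data drawn from the means and sizes of these libraries, with 200 genes changed 4-fold. Among 15568 simulated genes, edgeR recovered 100% of the changed genes with 4.31% false calls, and DESeq2 recovered 99.5% with 12.7% false calls. Among 14233 simulated genes, limma-trend recovered 99.5% with 3.86% false calls. No library was left out. The ATAC-seq part of the series was not analysed here.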

Results

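RNA of sorted pre-granulosa cells (XX) and Sertoli cells (XY) was measured at 4 stages of fetal gonad development, named here by embryonic day (E11.5 and E12.5, then E13.5 and lastly E15.5). Each of the 8 groups of sex and stage held 3 libraries, 24 in all. The design addressed how the supporting cells of each sex change over these stages and where they diverge. Sex, mouse line and sorting fluorophore changed together, so each XX minus XY difference is between the 2 kinds of sorted library. The XY E11.5 libraries were the deepest, with total counts of 35677088, 37256881 and 35392435, and the other libraries held between 11275251 and 30696512 counts. The shallowest was XX E15.5 replicate 1.

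Replicates were compared first. The Spearman correlation of log2(CPM + 1) between libraries of a group was 0.964 ± 0.0031 (SD over 24 pairs) on average. It was lowest in XX E11.5, at 0.958 ± 0.0035 (3 pairs). Between XX and XY libraries of the same stage, it fell from 0.946 ± 0.0025 (9 pairs) at E11.5 to 0.929 ± 0.0013 at E12.5, 0.925 ± 0.0025 at E13.5 and 0.92 ± 0.0019 at E15.5. Each of these was lower than within groups by more than the spread between pairs. The alternative that moved the within-group value most was the use of only the genes passing the count filter, which gave 0.989. Counts of replicates differed by more than counting noise in each of the 24 pairs within groups, with chi-square per degree of freedom from 3.83 to 114.3, so no library was a copy of another in its group. Libraries made from the same sample are not excluded by this. The first principal component of log2 CPM held 54.7% of the variance and the second 16.9%.

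**Figure D1:**
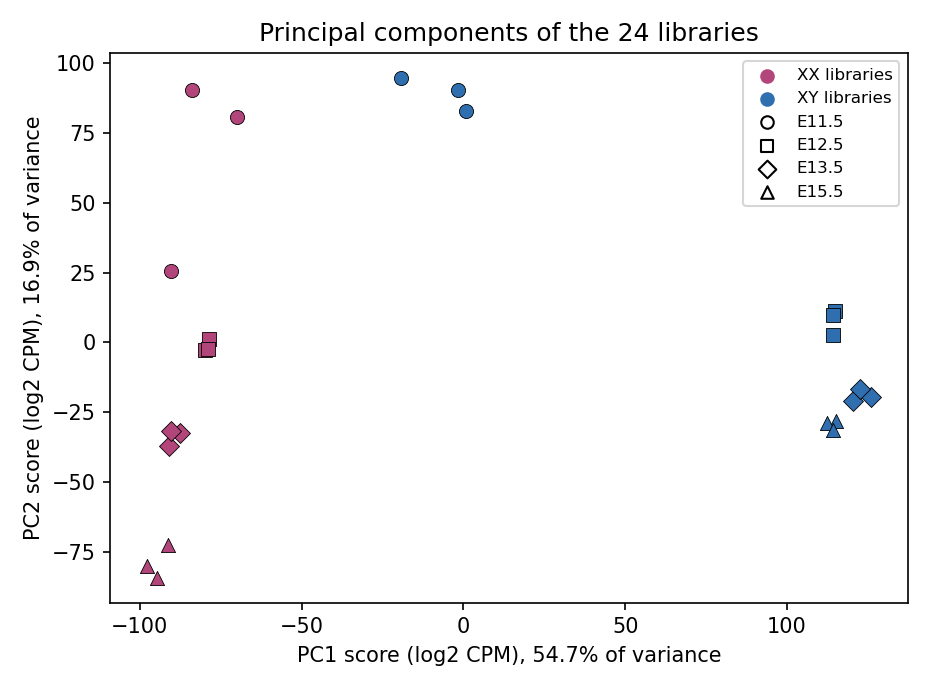
Principal components of log2 CPM, with each point 1 of 24 libraries, colour giving the sex and marker the stage. The first component (54.7% of the variance) is on the x axis and the second (16.9%) on the y axis.

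The sex labels were checked with Xist and 4 Y-linked genes. Ddx3y was at 142.5 ± 29.5 CPM (n = 3) in XY E11.5 and at most 0.535 CPM in any XX E11.5 library, a log2 difference of -9.23 (SE 0.36, adjusted p 3.84e-12 in edgeR). All 5 genes were called at all 4 stages, also when adjusted over the list alone, and the 4 Y-linked genes were higher in XY at each stage. Xist was at 90.6 ± 18.9 CPM in XX E11.5 and 15.8 ± 21.9 CPM in XY E11.5 (log2 difference 2.52, SE 0.73, adjusted p 0.00919 in edgeR). The 3 XY E11.5 libraries had 0.272, 6.32 and 40.8 CPM of Xist, and the mean was 3.30 CPM without replicate 3. At the later stages, XY libraries held at most 0.38 CPM of Xist. Xist overlaps the antisense gene Tsix, and the use of strand in counting is not stated.

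The XX minus XY contrast at each stage asked how far the transcriptomes of the 2 sexes had separated. Of 16190 genes tested, 6803 were called at E11.5 (3461 higher in XX and 3342 higher in XY), 10046 at E12.5 (4939 and 5107), 10706 at E13.5 (5307 and 5399) and 11230 at E15.5 (5658 and 5572). The E11.5 count moved most when only the 6 libraries of that stage were fitted, which gave 2718 genes. With an absolute log2 difference of at least 1 in addition, 2784, 5434, 6071 and 6704 genes were called at the 4 stages. Log2 differences correlated across genes between stages, with a Pearson r of 0.397 for E11.5 against E15.5 and 0.855 for E12.5 against E13.5 as the lowest and highest of 6 pairs of stages. Genes are not independent replicates, so no p value is given for these correlations.

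**Figure D2:**
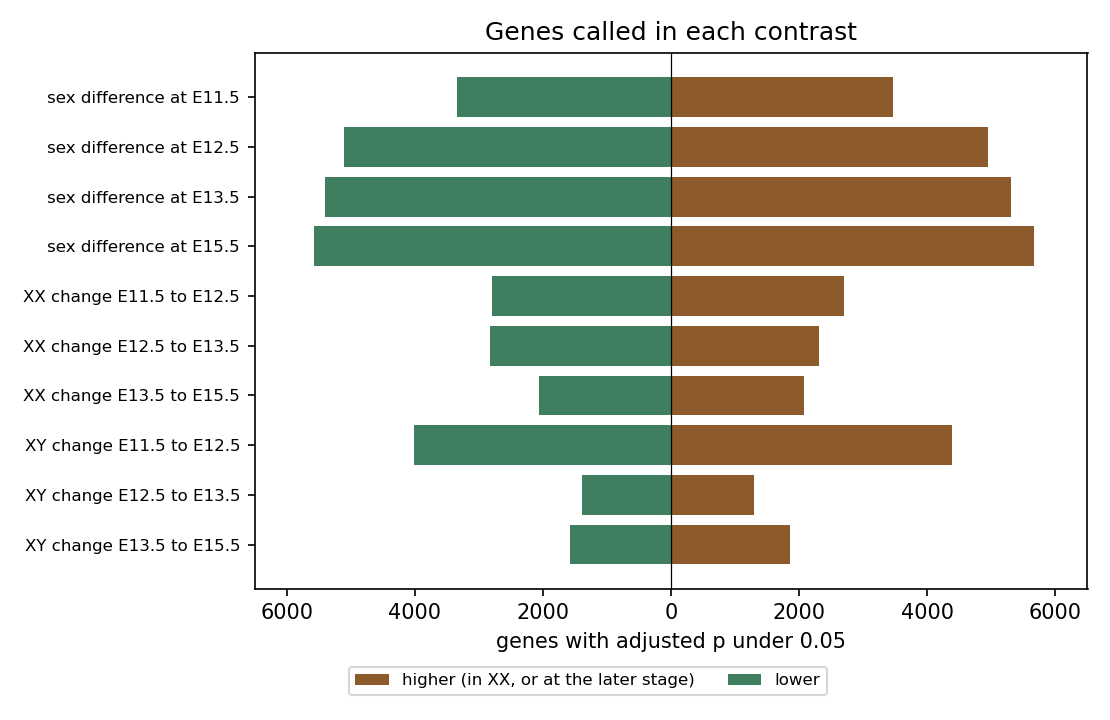
Number of genes with an adjusted p under 0.05 in each contrast (x axis), with genes higher in XX or at the later stage to the right and lower genes to the left. The sex difference grew from 6803 genes at E11.5 to 11230 at E15.5.

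At all 4 stages, 2895 genes were called in 1 direction, 1375 higher in XX and 1520 higher in XY. Of the 5150 genes called at both E11.5 and E15.5, 1158 (22.5%) had opposite signs at these stages, with 619 higher in XX first and in XY later and 539 the reverse. In at least 1 stage, 14801 genes were called, and 467 were called at E11.5 only. A call at 1 stage alone was not taken as a test that the difference changed with stage.

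Sertoli genes fixed in advance were examined next. The list of 14 genes was higher in XY as a set at each stage (fry, adjusted p 8.81e-12 at E11.5, 4.91e-15 at E12.5 and E13.5, and 5.94e-15 at E15.5). At E11.5, 12 genes were called and 14 when adjusted over the list alone. At E12.5 and E13.5 the counts were 14 and 14, and at E15.5 they were 13 and 13. All genes called over all genes were higher in XY. Of the 2 called at E11.5 over the list alone only, 1 was higher in XX. Of the list, 1 gene reached 10 CPM in all XX groups and 10 in all XY groups. Sox9 was at 1706 ± 465 CPM (n = 3) in XY E11.5, 2018 ± 185 in XY E12.5, 1521 ± 44.5 in XY E13.5 and 1153 ± 35.6 in XY E15.5. In XX it was at 126.2 ± 86.1 CPM at E11.5, or 76.6 without replicate 1, and at 53.3 ± 3.70 CPM at E15.5. The log2 difference was -3.76 (SE 0.32) at E11.5 and -4.44 (SE 0.33) at E15.5, and a change of this difference with stage did not pass the threshold (interaction adjusted p 0.0587 in edgeR). Amh was at 26.3 ± 12 CPM in XY E11.5 and 3841 ± 16.4 CPM in XY E12.5. In XX E11.5, Amh was at 3.55 ± 3.88 CPM, or 1.40 without replicate 1. Its difference changed with stage (interaction adjusted p 1.06e-09 in edgeR). Sry was at 7.67 ± 1.37 CPM in XY E11.5 and at most 0.548 CPM in any XY E12.5 library. In XY E15.5 no Sry count was seen in any library, which allows up to 0.19 CPM in the shallowest of them. Dmrt1 at E11.5 was lower in XX by a log2 difference of -0.55 (SE 0.21, adjusted p 0.0424 in edgeR). This call was lost with DESeq2 size factors (-0.52), with DESeq2 (-0.52), and without XX E11.5 replicate 2 (-0.29), XY E11.5 replicate 1 (-0.55) or XY E11.5 replicate 2 (-0.45). At E15.5, Dmrt1 was at 1.33 ± 0.177 CPM in XX and 108.3 ± 8.25 CPM in XY.

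The pre-granulosa list of 14 genes was higher in XX as a set at each stage (fry, adjusted p 1.12e-07 at E11.5, 7.03e-12 at E12.5, 1.8e-12 at E13.5 and 1.74e-12 at E15.5). The genes called, over all genes and adjusted over the list alone, were 14 and 14 at E11.5, 12 and 13 at E12.5, 13 and 13 at E13.5, and 14 and 14 at E15.5. Of those at E11.5, 12 were higher in XX and 2 in XY, and at the later stages all genes called were higher in XX. Of the list, 12 genes reached 10 CPM in all XX groups and 2 in all XY groups. Foxl2 was at 14.2 ± 18.2 CPM in XX E11.5, or 3.68 without replicate 2, and at 40.5 ± 6.41 CPM in XX E15.5. In XY E15.5, Foxl2 was at or under the floor in each library, so it was at least 249-fold higher in XX. Fst was at 240.9 ± 206 CPM in XX E11.5, or 122.1 without replicate 2, and at 636.3 ± 92.2 CPM in XX E12.5, against 0.208 ± 0.143 CPM in XY E12.5 (log2 difference 11.52, SE 0.69, adjusted p 1.9e-11 in edgeR). Among genes higher in XY at E11.5 was Lgr5, with a log2 difference of -2.21 (SE 0.33) at E11.5, -0.48 (SE 0.31, adjusted p 0.191 in edgeR) at E12.5, 1.07 (SE 0.32) at E13.5 and 1.75 (SE 0.32) at E15.5. In XX E11.5, Lgr5 was at 40.8 ± 30.7 CPM, or 23.2 without replicate 2. This difference changed with stage (interaction adjusted p 1.55e-06 in edgeR).

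The list of 5 shared supporting genes was higher in XX as a set at each stage by fry (adjusted p 0.00849, 9.08e-10, 2.34e-07 and 7.57e-07 from E11.5 to E15.5), although its members went both ways. The median log2 difference of the list pointed to XY instead, at -0.387, -0.029, -0.219 and -0.451 from E11.5 to E15.5. The genes called were 4, 3, 4 and 5 at the 4 stages, the same numbers when adjusted over the list alone. Of those called over all genes, 2 were higher in XX at each stage, and 2, 1, 2 and 3 were higher in XY. All 5 reached 10 CPM in all XX groups and 3 in all XY groups. Lhx9 was at 214.5 ± 19.4 CPM in XX E11.5 and 70.4 ± 21.6 CPM in XY E11.5. At E12.5 it was at 277.5 ± 14.1 CPM in XX and 2.91 ± 0.382 CPM in XY (log2 difference 6.57, SE 0.21, adjusted p 4.05e-16 in edgeR). Gata4 was at 651.4 ± 121 CPM in XX E11.5, 630.6 ± 104 in XX E12.5, 167.6 ± 28.5 in XX E13.5 and 135.9 ± 22.3 in XX E15.5. In XY, Gata4 was at 835.9 ± 227 CPM at E12.5 and 977.4 ± 135 CPM at E13.5. The XX minus XY difference of Gata4 was called at E13.5 (-2.54, SE 0.23) and E15.5 (-2.50, SE 0.23). It was not called at E11.5 (-0.39) or E12.5 (-0.41), but was called without XY E11.5 replicate 3 (-0.56) and without XY E12.5 replicate 1 (-0.55). Nr5a1 was higher in XY at each stage, with a log2 difference of -1.32 (SE 0.17) at E11.5 and -2.29 (SE 0.18) at E15.5.

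The 10 cell cycle genes were all at 10 CPM or more in all groups of both sexes. Over all genes and adjusted over the list alone, 2 and 0 were called at E11.5 (4 at an unadjusted p under 0.05), 10 and 10 at E12.5, 7 and 7 at E13.5, and 10 and 10 at E15.5. All genes called were higher in XY. As a set the list was not called at E11.5 (fry, adjusted p 0.148) and was higher in XY at E12.5 (0.000268), E13.5 (0.0215) and E15.5 (1.64e-06). Top2a at E15.5 was at 83.3 ± 12.9 CPM in XX and 509.3 CPM in XY (498.4 to 521.4 in 3 libraries), with a log2 difference of -2.61 (SE 0.36, adjusted p 2.34e-06 in edgeR). Of the 172 tests of single genes in the Sertoli, pre-granulosa, shared supporting and cell cycle lists over the 4 stages, 151 were called, and leaving out single libraries moved this number most, to 146 without XX E13.5 replicate 2 and to 156 without XX E11.5 replicate 1.

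**Figure D3:**
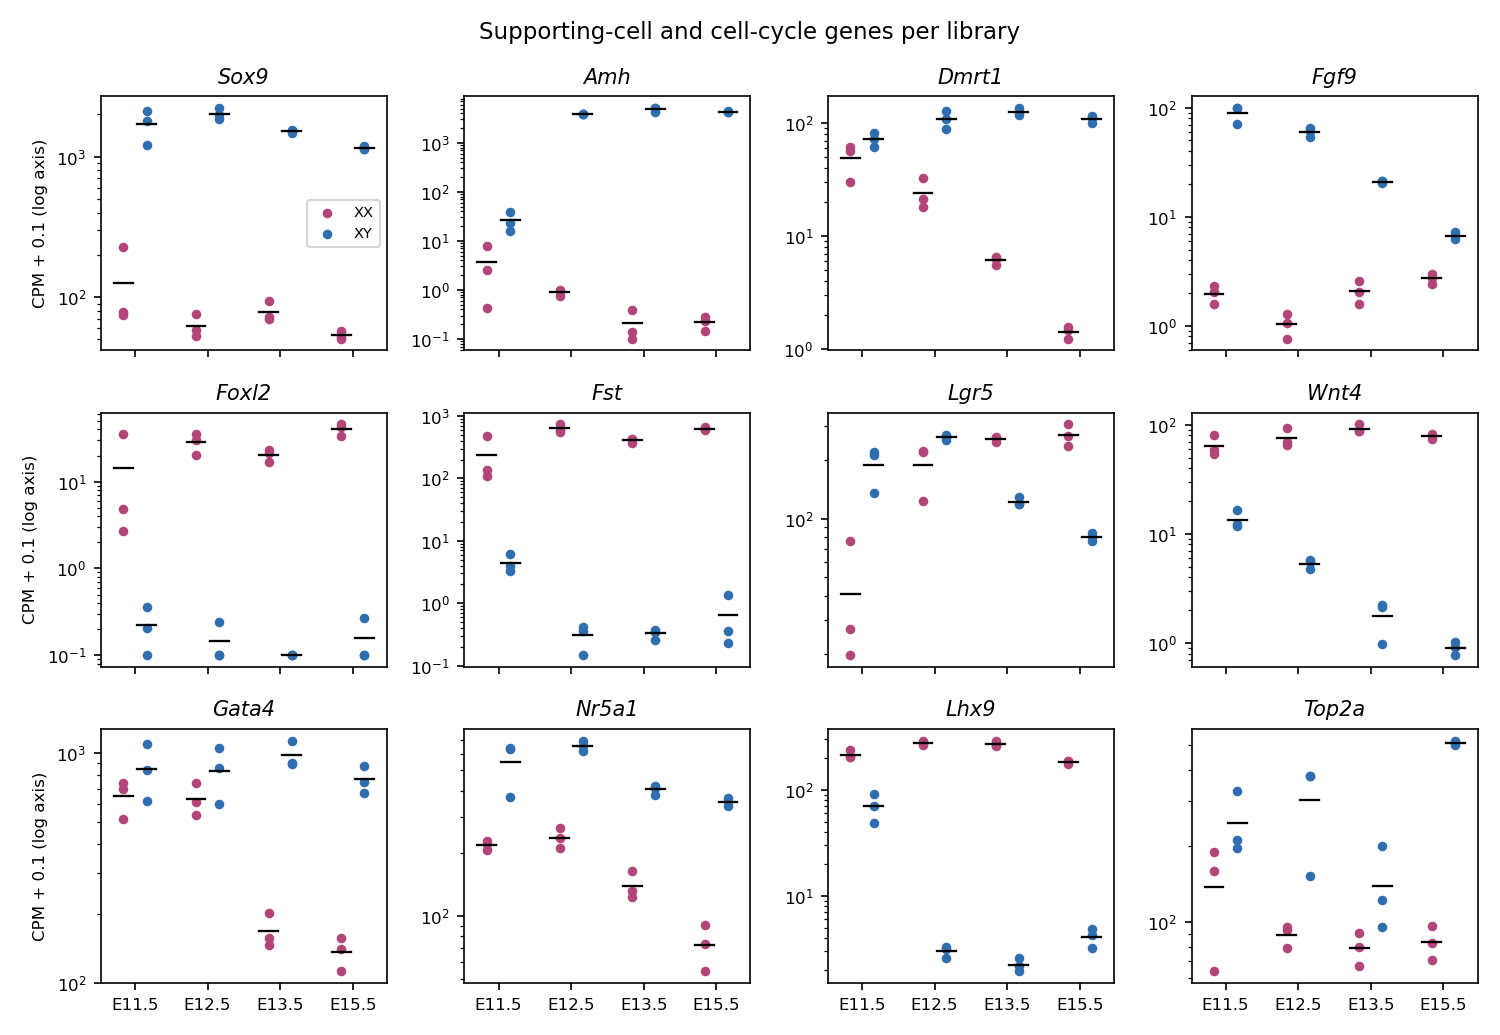
CPM per library plus 0.1 on a log axis (y axis) by stage (x axis) for genes of the fixed lists, with points for libraries and bars at the group means. Amh rose from 26.3 CPM in XY E11.5 to 3841 CPM in XY E12.5, and Gata4 fell from 630.6 CPM in XX E12.5 to 167.6 CPM in XX E13.5.

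The genes with the largest differences at each stage were taken by the naming rule, and their groups do not overlap. At E11.5, the genes higher in XX were Rps12l1, Cd53, Rhag, Ctss and Hba-x. Cd53 was at 19.6 ± 10.1 CPM in XX E11.5 with no count in XY E11.5, at least 248-fold higher. Ctss was at least 273-fold higher in XX. Rhag (15.2 ± 15.8 CPM in XX E11.5, or 6.59 without replicate 3) and Rps12l1, a processed pseudogene (29.5 ± 27.4 CPM, or 14.5 without replicate 2), had no count in XY E11.5, at least 192-fold and 373-fold lower. Hba-x was at 5975 ± 5470 CPM in XX E11.5, or 3061 without replicate 3, and at 5.61 ± 3.10 CPM in XY E11.5. The genes higher in XY E11.5 were Rnase1, Iqch, Abcb1a, Fgf9 and Dusp15. Fgf9 was at 1.87 ± 0.358 CPM in XX E11.5 and 89.3 ± 16.1 CPM in XY E11.5 (log2 difference -5.55, SE 0.19, adjusted p 1.57e-14 in edgeR). Abcb1a was at 29.4 ± 3.90 CPM in XY E11.5 and 0.367 ± 0.0932 CPM in XX E11.5, 80.3-fold lower.

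At E12.5, the genes higher in XX were Sprr2d, Gm5850 (a processed pseudogene), Nmur2, Fst and C1qc, and those higher in XY were Hcrtr1, Col9a1, Amh, Sox10 and Slc34a2. Col9a1 was at 234.1 ± 12 CPM in XY E12.5 and at the floor in XX E12.5, at least 1830-fold lower in XX. Sprr2d was at 42.2 ± 14.4 CPM in XX E12.5, at least 312-fold higher. At E13.5, Pld5, Foxl2, Chrm4, Nmnat2 and Rpl10-ps1 (a pseudogene) were higher in XX, and Amh, Sox10, Miox, Magec2 and Gm4781 (a pseudogene) were higher in XY. Pld5 was at 39.4 ± 2.83 CPM in XX E13.5, at least 301-fold higher. Amh was at 4822 ± 452 CPM in XY E13.5 and at most 0.296 CPM in any XX E13.5 library. At E15.5, Calb1, Kcnip1, Iigp1, Crygb and Isx were higher in XX, and Serpina5, Amh, Etd, Fshr and Jakmip2 were higher in XY. Calb1 was at 555.4 ± 37.7 CPM in XX E15.5 and at or under the floor in XY E15.5, at least 3410-fold lower in XY (adjusted p 5.65e-20 in edgeR). Serpina5 was at 376.4 ± 18.5 CPM in XY E15.5 with no count in XX E15.5, at least 1900-fold higher in XY (adjusted p 1.74e-12 in edgeR).

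Steps between stages asked when each sex changed. In XX, 5505 genes were called from E11.5 to E12.5 (2702 higher and 2803 lower at the later stage), 5129 from E12.5 to E13.5 (2307 and 2822) and 4144 from E13.5 to E15.5 (2074 and 2070). The first of these counts moved most when only the 6 libraries compared were fitted, which gave 1176 genes. Such fits gave 6462 and 5581 genes in the later steps, so the first step became the smallest instead of the largest. The last count was 2540 without XX E15.5 replicate 3 and 2726 without XX E13.5 replicate 1. Across the 4 stages, 11982 genes changed in XX. From E11.5 to E12.5, the genes named by the rule were Gng13, Pde8b and Adamts19 among those that rose and Nr1h5 and Mab21l2 among those that fell. Gng13 rose from 9.84 ± 12.8 CPM, or 2.43 without replicate 2, to 68.3 ± 17.8 CPM (log2 change 2.76, SE 0.54, adjusted p 0.000649 in edgeR). From E12.5 to E13.5, Cyp11b1, Rgs4 and Gap43 rose, and Vgll2, Sprr2d and Lor fell. Gap43 rose from 1.07 ± 0.429 CPM to 13.3 ± 2.15 CPM (log2 change 3.61, SE 0.30, adjusted p 1.12e-07 in edgeR). These rises were not a first onset. In XX E11.5, Cyp11b1 was at 14.6 CPM (2.60 without replicate 2), Rgs4 at 41.6 CPM (26.2 without replicate 2) and Gap43 at 37.0 CPM. In XX E15.5, Cyp11b1 had no count, Rgs4 was at 0.214 CPM and Gap43 at 1.67 CPM. From E13.5 to E15.5, Tex12, Sycp2 and Ifit1 rose, and Cyp11b1, Rps18-ps6 and Hbb-y fell. Tex12 rose from 0.273 ± 0.19 to 15.3 ± 3.34 CPM and Ifit1 from 0.34 ± 0.141 to 15.8 ± 2.72 CPM. Rps18-ps6, whose name is that of a pseudogene, fell from 142.8 ± 1.44 CPM to at most 1.30 CPM in any XX E15.5 library.

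In XY, 8395 genes were called from E11.5 to E12.5 (4386 higher and 4009 lower at the later stage), 2694 from E12.5 to E13.5 (1298 and 1396) and 3448 from E13.5 to E15.5 (1863 and 1585). The middle count was 1503 without XY E12.5 replicate 2, 1606 without XY E13.5 replicate 3, 1626 without XY E13.5 replicate 2, and 4317 when only the 6 libraries compared were fitted. Across the 4 stages, 11377 genes changed in XY. From E11.5 to E12.5, Rps12l1, Miox and Mybpc3 rose, and Ddr2, Sprr2a2 and Mc2r fell. Mybpc3 rose from 0.344 ± 0.119 to 62.5 ± 3.94 CPM (log2 change 7.49, SE 0.20, adjusted p 7.45e-17 in edgeR). Mc2r fell from 23.0 ± 6.16 CPM to no count, at least 169-fold lower. Rps12l1 was at 16.01 ± 19.6 CPM in XY E12.5, or 4.74 without replicate 3. From E12.5 to E13.5, Shisa8, Serpina5 and Nalf1 rose, and Gfra1, Paqr5 and Ifitm1 fell. Ifitm1 fell from 157.9 ± 9.24 to 18 ± 0.632 CPM (log2 change -3.13, SE 0.21, adjusted p 7.91e-09 in edgeR). From E13.5 to E15.5, Rpl10-ps1, Dppa4 and Col1a1 rose, and Col2a1 and Col9a1 fell. Col9a1 fell from 116.8 ± 2.84 to 9.38 ± 0.815 CPM.

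The same step was compared between the sexes, in 3 pairs that share no library. From E11.5 to E12.5, 3176 genes were called in both sexes and 66.2% of them changed in the same direction (Pearson r across all genes 0.289). From E12.5 to E13.5, it was 46.9% of 1069 genes (r 0.046), and from E13.5 to E15.5, 44.6% of 1155 genes (r 0.05).

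The sex-by-stage interaction asked whether the XX minus XY difference itself changed over the 4 stages, and 11347 of 16190 genes were called. The alternative that moved this count most was the demand for an absolute log2 change of at least 1, which gave 7117. The smallest p were those of Calb1 (adjusted p 5.96e-17), Myo7a (4.85e-16), Sulf1 (3.05e-15) and Tinagl1 (2.35e-14), all in edgeR. Calb1 was at 150.8 ± 15.1 CPM in XX E11.5 and 42.8 ± 3.52 CPM in XY E11.5. In each XY E12.5 library, 1 count of Calb1 was seen. Myo7a was at 39.9 ± 1.24 CPM in XX E11.5 and 36.4 ± 4.75 CPM in XY E11.5 (log2 difference 0.13, SE 0.09, adjusted p 0.259 in edgeR). At E15.5 it was at 8.55 ± 0.424 CPM in XX and 375.5 ± 15.7 CPM in XY. Sulf1 did not differ at E11.5 (365.0 ± 50.9 CPM in XX and 350.7 ± 48.6 CPM in XY, log2 difference 0.06), and this small difference changed sign without XX E11.5 replicate 2 (-0.07) or XY E11.5 replicate 2 (-0.06). At E12.5, Sulf1 was at 651.3 ± 61.7 CPM in XX and 13.4 ± 1.5 CPM in XY.

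Genes of other cell types were read as a measure of RNA from cells that sorting did not remove. Of 132 tests of single genes over 6 lists and 4 stages, 84 were called, and 84 with DESeq2 size factors. The 5 immune genes were called at all 4 stages, also when adjusted over the list alone, and were higher in XX as a set (fry, adjusted p 6.14e-10 at E11.5 and 5.3e-07 at E15.5). None of them reached 10 CPM in all groups of a sex. Csf1r was at 48.4 ± 32.6 CPM in XX E11.5, or 30.8 without replicate 3, and at 4.76 ± 0.813 CPM in XX E15.5, against at most 0.674 CPM in any XY E15.5 library. Of the 5 erythroid genes, 5, 4, 4 and 3 were called from E11.5 to E15.5, the same numbers when adjusted over the list alone, and 2 reached 10 CPM in all XX groups. The set was higher in XX at E11.5 (fry, adjusted p 1.24e-06), E12.5 (0.000262) and E13.5 (0.00968) and not at E15.5 (0.917). Hba-a1, which has a near-identical copy, was at 2617 ± 2160 CPM in XX E11.5, or 1393 without replicate 3, and at 3.96 ± 2.46 CPM in XY E11.5, or 2.58 without replicate 3. Alas2 was at 54.9 ± 50.5 CPM in XX E11.5, or 27.2 without replicate 3. It was higher in XX at E11.5 (log2 difference 4.84, SE 0.58) and higher in XY at E15.5 (-4.17, SE 0.60).

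Of the 5 interstitial genes, 2, 5, 5 and 3 were called from E11.5 to E15.5, the same numbers when adjusted over the list alone. The set was not called at E11.5 (fry, adjusted p 0.163) and was higher in XX at E12.5 (5.3e-07), E13.5 (9.62e-08) and E15.5 (5e-05). Of these genes, 4 reached 10 CPM in all XX groups. Of the 7 germ cell genes, 1, 2, 3 and 5 were called from E11.5 to E15.5, the same numbers when adjusted over the list alone, and the set was not called at E11.5 or E12.5 (fry, adjusted p 0.565 and 0.473) and was higher in XX at E13.5 (0.00379) and E15.5 (0.033). At that stage, Sycp3 was at 79.8 ± 21.1 CPM in XX and 2.82 ± 0.878 CPM in XY, and Dppa3 at 0.864 ± 0.536 CPM in XX and 15.8 ± 4.97 CPM in XY. Of the 5 steroidogenic genes, 3, 2, 4 and 3 were called, the same numbers when adjusted over the list alone, and the set was higher in XX at E12.5 (fry, adjusted p 0.033) and E13.5 (6.06e-05) and not called at E11.5 (0.917) or E15.5 (0.0857). Of the 6 endothelial genes, 3, 1, 3 and 3 were called, and 4, 1, 1 and 3 when adjusted over the list alone. The endothelial set was higher in XX at E11.5 (fry, adjusted p 6.24e-06) and not called at the later stages (0.113, 0.917 and 0.917). Of the germ cell list, none reached 10 CPM in all groups of a sex, while 2 steroidogenic genes and 1 endothelial gene did so in each sex.

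**Figure D4:**
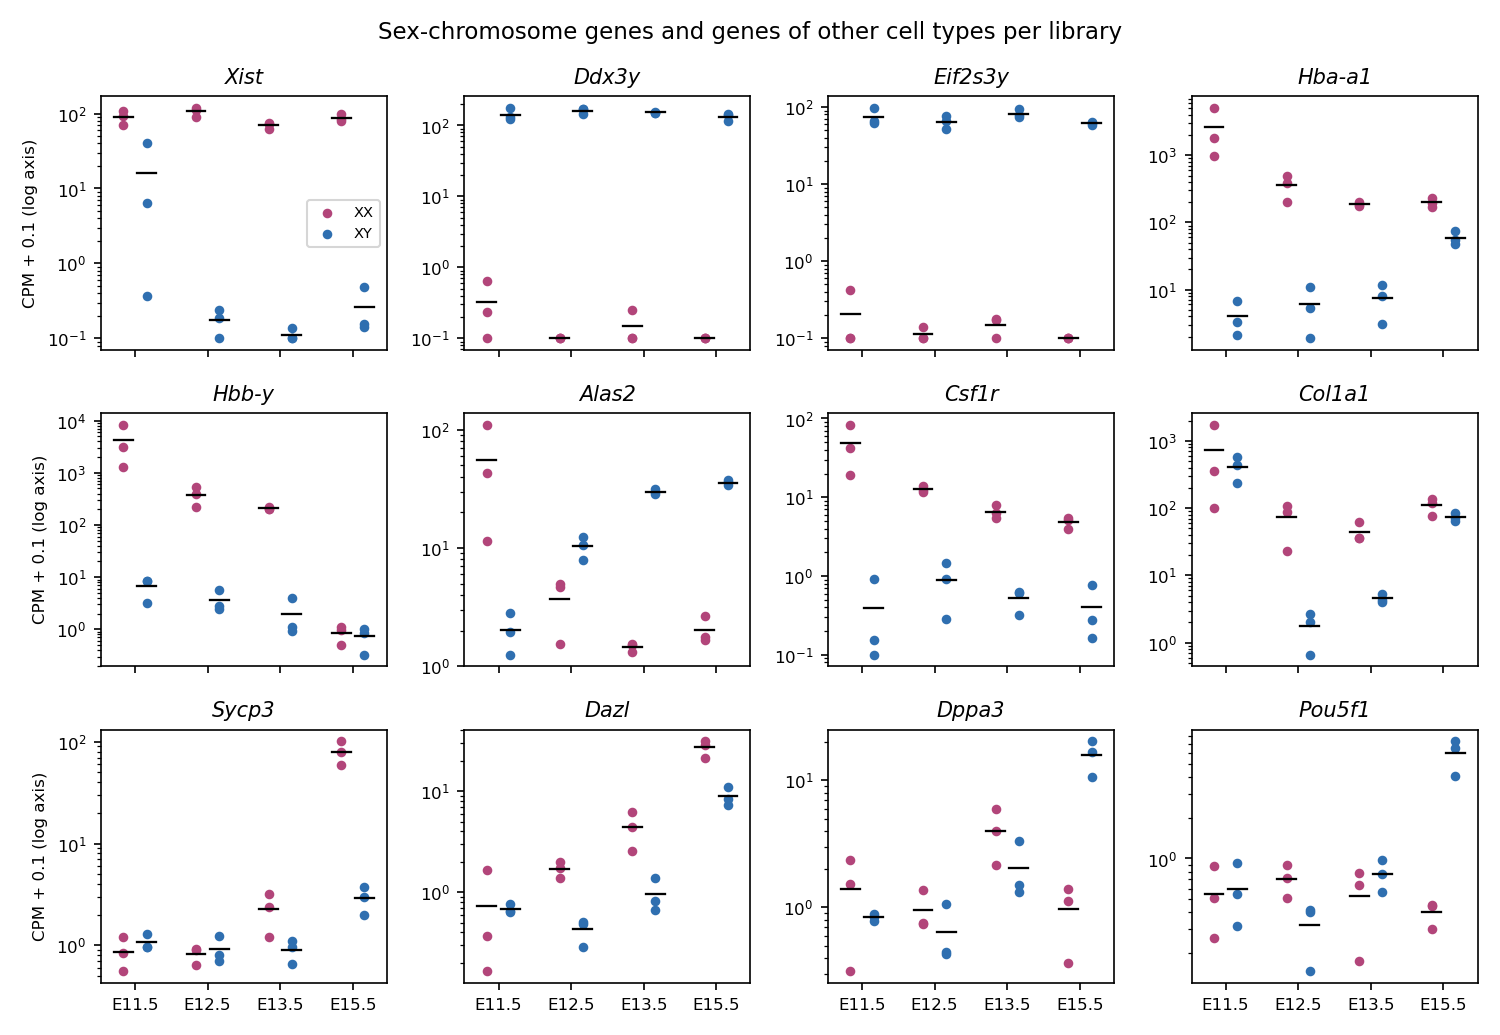
CPM per library plus 0.1 on a log axis (y axis) by stage (x axis) for sex-chromosome genes and genes of other cell types, with bars at the group means. Xist in XY E11.5 ranged from 0.272 to 40.8 CPM, and Sycp3 rose to 79.8 CPM in XX E15.5.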

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

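The tests of normalization and of RNA from other cells as the whole cause, and the tests on Xist, Alas2 and Gata4, were chosen only after the results were seen. The results below stood out because the XX minus XY difference itself differed between stages, by the sex-by-stage interaction in edgeR.

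The XX minus XY difference changed with stage in 11347 of 16190 genes. When the libraries were regrouped at random, 1 of 60 splits gave as many genes in the sex-by-stage interaction, the real one included, and the other splits gave up to 7209. These splits shuffled XX and XY within each stage, which removes the sex difference itself. They therefore cannot test whether that difference changed with stage. Depth differed between groups, with the XY E11.5 libraries the deepest, but after thinning of all libraries to the smallest total 10552 of 15174 genes tested were called. After removal of each library's trend on GC content and gene length (known for 97.1% of the genes tested) the number was 11256. With DESeq2 size factors it was 11393, but these moved the median log2 difference of a contrast by at most 0.06. With limma-trend on log2(TPM + 1), without rescaling between libraries, 10949 of 15147 genes were called. Without the E11.5 libraries, 9773 of 15585 genes were called, so E11.5 alone was not the cause. RNA from other cells alone would dilute all Sertoli genes together, while from E11.5 to E12.5 in XY 2 genes of that list fell and 11 rose. From E13.5 to E15.5 in XY, 6 fell and 1 rose, so this last step does not argue against dilution. Both steps were read in XY only, while blood cell genes were higher in XX E11.5 than in XY E11.5. They therefore do not decide on RNA from other cells for the XX minus XY difference. Apart from the regroupings, the size factors and the Sertoli steps, each of these values argues against its explanation as the whole cause. What stays open is development of the cells themselves, a change in the mixture of cells collected at each stage, alone or in addition to it, and a dependence of the reporters on stage. Sex, line and fluorophore cannot be separated in this design.

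Of 23 named genes whose differences were examined at 2 or more stages, 19 had an interaction. The smallest adjusted p were those of Calb1 (5.96e-17), Myo7a (4.85e-16), Sulf1 (3.05e-15) and Tinagl1 (2.35e-14). Next were Lhx9 (1.29e-12), Fgf9 (3.04e-11), Dmrt1 (2.11e-10) and Amh (1.06e-09). The log2 difference of Fgf9 went from -5.55 at E11.5 to -1.34 at E15.5, and that of Dmrt1 from -0.55 to -6.35. Lgr5 (1.55e-06) was higher in XY at E11.5 and higher in XX at E15.5. Fst (9.27e-06), Sox10 (1.51e-05), Nr5a1 (0.00611), Top2a (0.00741) and Ddx3y (0.0104) also changed. Ddx3y stayed between 132.7 and 162.3 CPM in the XY groups. Its difference varied with low XX counts, at 0.224 CPM in XX E11.5 and no count in XX E12.5 or XX E15.5. After thinning, 19 of the 19 genes had an interaction, and after removal of the GC and length trends 18 did, all but Nr5a1. These values argue against depth and the GC and length trends as the cause in the other 18 genes. Change of the cells with stage may underlie them, Ddx3y aside, which is a hypothesis found and tested on the same libraries. Changes in the mixture of cells stay open.

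Gata4 (interaction adjusted p 6.7e-07) fell in XX from E12.5 to E13.5 by 1.91 on the log2 scale, and stayed high in XY. A lower share of supporting cells in the XX E13.5 libraries would lower the pre-granulosa genes alike, but the median change of that list in this step was -0.261, with a range from -1.04 to 0.58 and 2 of 14 genes called lower. The shared supporting genes Wt1 (-0.447) and Nr5a1 (-0.768) fell as well, by less than Gata4. A lower share as the whole cause is argued against by the list, but a lower share as part of the cause stays open. The interaction of Gata4 remained after thinning (adjusted p 8.94e-07 in edgeR) and after removal of the GC and length trends (4.87e-06). A loss of Gata4 transcripts in the XX cells may explain the rest of the fall.

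Alas2 (3.62e-08) and Hba-a1 (4.65e-06) were erythroid genes with an interaction, and Csf1r (0.0134) an immune gene. Alas2 was higher in XX at E11.5 but higher in XY at E15.5. RNA from red blood cells in XY libraries would bring the other erythroid genes with it, but of the 4 others 0 were higher in XY E15.5 (0 at an unadjusted p under 0.05) and 2 were higher in XX. That argues against red blood cells as the source of Alas2 in XY E15.5, where it was at 35.7 ± 1.73 CPM. Expression in Sertoli cells was not tested and stays open.

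Xist (0.000289) was counted in XY E11.5 at 0.272, 6.32 and 40.8 CPM in replicates 1 to 3. If replicate 3 held RNA of XX pre-granulosa cells, the pre-granulosa genes over 10 times higher in XX would lie near the Xist share of 45.0% of the XX level. The median of these 6 genes was 3.48%. They were chosen by an XY mean that includes replicate 3, so a gene near the Xist share there could not be among them. This median therefore does not decide. RNA from other XX cells with the Xist level of the XX libraries would lower Y-linked genes, to a ratio of 0.591 between replicates 3 and 2. The sum of 4 Y-linked genes gave 0.992, but this sum varied by 19.9% (SD) within XY E11.5 and was higher in replicate 1 (406.9 CPM) than in replicates 2 (294.2) and 3 (291.7). Between replicates 3 and 1 the ratio was 0.717, where 0.551 was predicted. The first ratio lay further from its prediction than the second, and with this spread and 3 libraries neither decides. XX cells, pre-granulosa or other, therefore cannot be told apart from Xist expression in XY cells or from reads of the antisense gene Tsix (6.76 CPM in replicate 3). The spread used for this ratio was changed to that within XY E11.5 after the result was seen. Erythroid, immune and interstitial genes were also higher in replicate 3 than in replicate 1, by median ratios of 2.04, 1.78 and 1.92, while endothelial (1.15), germ cell (1.008) and steroidogenic genes (0.903) differed little. Most genes of the Sertoli list were lowest in replicate 3, such as Sox9 (1783, 2127 and 1208 CPM in replicates 1 to 3) and Dhh (88.3, 115.3 and 61.4). Aard was highest there (25.1, 30.2 and 42.4 CPM), and Sry, Sox8 and Sox10 were lowest in another replicate. Dilution of replicate 3 by other cells therefore stays open.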

How the results depend on the processing

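Among the settings tried, the demand for an absolute log2 fold change of at least 1 lowered every count of genes by over 1.5 times, by its construction. The sex difference then held 2784 genes at E11.5, 5434 at E12.5, 6071 at E13.5 and 6704 at E15.5, and 1216 at all 4 stages in 1 direction. The XX steps held 2107, 1404 and 1275 genes and the XY steps 4149, 937 and 1396 in order of stage. Changes across stages held 5495 genes in XX and 6190 in XY, and the interaction 7117. This demand also moved the balance in some contrasts: 26.5% of the genes left rose in XX from E11.5 to E12.5 (49.1% of all), 28.9% in XX from E12.5 to E13.5 (45.0% of all) and 36.5% in XY from E11.5 to E12.5 (52.3% of all), while 59.8% of those at all 4 stages were higher in XX (47.5% of all). Of the genes left, 59.8% were higher in XX at E11.5 (50.9% of all) and 59% at E12.5 (49.2% of all), and 61.5% rose in XY from E13.5 to E15.5 (54.0% of all). In the other 4 contrasts the share moved by less.

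Fitting only the libraries compared, in place of all 24, gave 2718 genes at E11.5 (6803 with all libraries) and 1176 from E11.5 to E12.5 in XX (5505 with all libraries), 30.7% of which rose. This fit gave more genes in XX from E12.5 to E13.5 (6462 against 5129) and from E13.5 to E15.5 (5581 against 4144), which changed the order of the XX steps. It gave more genes in XY from E12.5 to E13.5 (4317 against 2694) and from E13.5 to E15.5 (6111 against 3448). The fit of all libraries shares its estimate of spread over the 8 groups, so its p values at E11.5 rest partly on later libraries. Chi-square per degree of freedom between replicates was 36.33 to 114.31 in the E11.5 groups and 3.83 to 33.94 in the later groups. Whether this unequal spread was the cause was not tested.

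The remaining settings (DESeq2 size factors, the filters, DESeq2 and limma-trend on TPM) kept every one of the 14 counts within 1.5 times the reported one. The largest fall in the sex difference at E11.5 was to 5174 genes with at least 10 counts in every library, where fewer genes are tested. The mean similarity within groups was 0.9637, and it moved to 0.9894 with genes passing filterByExpr, where genes near the floor are left out, and to 0.9556 with log2(TPM + 1), for which the cause was not tested. The fixed lists held 151 of 172 calls, and between 149 and 152 over the settings other than single libraries left out. The lists of other cell types held 84 of 132 calls with TMM and 84 with DESeq2 size factors.

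TPM without rescaling between libraries moved the balance of higher and lower genes. With limma-trend on log2(TPM + 1), 2519 genes were higher in XX and 3823 lower at E11.5 (39.7% higher against 50.9% with counts), and 5497 and 3296 at E12.5 (62.5% against 49.2%). In XX, 3549 rose and 1777 fell from E11.5 to E12.5 (66.6% against 49.1%), and 999 rose and 4273 fell from E12.5 to E13.5 (18.95% against 45.0%). In XY from E11.5 to E12.5, 2485 rose and 4552 fell (35.3% against 52.3%). With log2(TPM + 0.1) the 5 shares were 38.9%, 63.2%, 67.1%, 18.6% and 34.3%, and with all genes above 0 the last 4 were 62.8%, 61.3%, 19% and 33.9%. The median log2 difference of all genes on the TPM scale was 0.143 at E12.5, -0.168 in XX from E12.5 to E13.5 and -0.126 in XY from E11.5 to E12.5. With TMM-scaled TPM, an alternative chosen after seeing the data, the shares of higher genes in these 5 contrasts were 47.7%, 50.8%, 51.2%, 43.5% and 48.2%, so the imbalance came from the scaling between libraries. DESeq2 size factors moved the medians by at most 0.06.

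Leaving out single libraries moved 2 counts by over 1.5 times. For XX from E13.5 to E15.5, the count ranged from 2540 (without XX E15.5 replicate 3) to 3919 across the 6 fits, with 2726 without XX E13.5 replicate 1. For XY from E12.5 to E13.5, it ranged from 1503 (without XY E12.5 replicate 2) to 2367 across the 6 fits, with 1606 without XY E13.5 replicate 3 and 1626 without XY E13.5 replicate 2. From E11.5 to E12.5 in XX the count ranged from 4164 to 7440, the highest without XX E11.5 replicate 2, and the interaction ranged from 10834 to 12466 over 24 fits. The cause was not tested. Of 888 values of named genes with 1 library left out, 881 kept their direction and side of the threshold, 3 became weaker, 2 stronger and 2 reversed. The reversed ones were the sex difference of Sulf1 at E11.5, which was not called (log2 difference 0.058), at -0.066 without XX E11.5 replicate 2 and -0.057 without XY E11.5 replicate 2, in a range up to 0.17. Of 590 values of named genes under 4 other settings, 588 kept both and 2 became weaker.

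The replicate numbers gave little sign of pairing over all groups. Deviations from the group means correlated at 0.0091 on average between libraries with the same number and at -0.0046 between others, and 6 of 84 pairs with the same number exceeded 0.1. The highest mean of 28 pairs of groups, 0.165, was that of XX E11.5 with XY E11.5, and a pairing within E11.5 alone was not tested and stays open. With the replicate number as a block over all stages, the counts were 6761, 10004, 10686 and 11181 for the sex difference at the 4 stages, 5423, 5066 and 4145 for the XX steps, 8352, 2639 and 3401 for the XY steps, 11857 and 11273 across stages in XX and XY, 11256 for the interaction and 2832 at all 4 stages. The block left 150 calls in the fixed lists, against 151 without it, and changed none of the 148 results of single genes given in the text.

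Other splits of the libraries were counted for each result. In each of the 4 sex differences, 3 XX steps and 3 XY steps, 1 of the 10 splits of the 6 libraries gave as many genes, the real one, and 10 splits cannot give a share under 0.1. Across stages in XX and in XY, 1 of 100 splits gave as many genes, the real one, with up to 4234 and 5646 in the others. For the sex difference at all 4 stages in 1 direction, 1 of 60 splits did. Depth limits low genes most: after thinning to the smallest total, 15174 genes passed the filter, and 6146 were called at E11.5, 3808 in XX from E13.5 to E15.5 and 2303 in XY from E12.5 to E13.5.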

Other observations

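The tests on XX E11.5 replicate 2 and on the stage of XX E13.5 replicate 1 were chosen only after the results were seen. For lists of other cell types, the share of genes that decides was lowered from 80% to a majority after the results were seen.

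XX E11.5 replicate 2 lay apart from its group, with Foxl2 at 35.2 CPM against 2.62 and 4.73 in replicates 1 and 3. Its difference from replicate 3 correlated across genes with the difference of E12.5 from replicate 1 at a Pearson r of 0.554, against 0.12 for replicate 1 in the same place. Against replicate 1, r was 0.473, where replicate 3 gave -0.12. A later developmental stage of this library is therefore a candidate explanation. In replicate 2, the median log2 deviation was -2.21 for erythroid, -0.999 for immune, -0.91 for interstitial and -0.327 for endothelial genes, but 0.109 for germ cell and 0.493 for steroidogenic genes. Only some of the lists of other cells were therefore lower. The cell cycle list was lower too, at -1.467, for which the cause was not tested, and the Sertoli list was at -0.157. Fewer other cells alone would raise all supporting-cell genes. The pre-granulosa list rose by a median of 1.32 (range -0.171 to 3.945). The shared supporting list changed by -0.102 (range -0.486 to 0.202), a gap of 1.425. The gap of the medians argues against this explanation alone, although the ranges overlap. Stage and a lower share of some other cells may both contribute.

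Blood cell genes were higher in XX E11.5 than in XY E11.5. In a second erythroid list of 10 genes written for this test, 8 of 9 tested were higher in XX, and in a second macrophage list 10 of 10 were. None of the erythroid or macrophage genes of these added lists reached 10 CPM in all groups of a sex. Hba-x and Hba-a1 were at 5975 and 2617 CPM in XX E11.5 (3061 and 1393 without replicate 3). RNA from red blood cells and from macrophages in the XX E11.5 libraries is a candidate explanation of these genes. After thinning to equal depth, 10 of the 10 erythroid and immune genes of the fixed lists were still higher in XX, so depth was not the cause. Whether sorting in the mCherry line or the fetal gonad itself brought more of these cells was not tested.

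Germ cell genes rose at E15.5. In a second list of 10 meiotic genes, 9 rose from E13.5 to E15.5 in XX and 1 fell, and in a list of 8 genes of fetal male germ cells, 4 of 6 tested rose in XY. One meiotic gene reached 10 CPM in all XX groups and 1 gene of the male list in all XY groups. RNA from germ cells, XX libraries (9 genes) and XY libraries (4 genes) alike, is a candidate source. With the earlier criterion of 80% the male list would have remained open. In a list of germ cell genes of both sexes, 8 of 10 rose in XY and 4 of 10 in XX in the same step. The levels were low to moderate, with Sycp3 at 79.8 CPM in XX E15.5 and Dppa3 at 15.8 CPM in XY E15.5.

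Interferon-response genes rose in XX from E13.5 to E15.5. Ifit1 rose from 0.34 to 15.8 CPM, and in a list of 15 such genes without Ifit1, 11 of 14 tested were called higher, where 80% would have asked for 12. A general interferon response is a candidate explanation. More RNA from immune cells was argued against, since the median log2 change of the immune list in this step was -0.381. Of the interferon list, 3 genes reached 10 CPM in all XX groups and 3 in all XY groups.

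Some genes were at 10 CPM or more in 1 replicate and at the floor in another of the same group. Of 19 such genes, 6 were pseudogenes (31.6%), against 2.26% of the genes tested (exact Fisher test, p 2.69e-06). Reads shared between copies of a gene are a candidate cause for these 6, such as Rps12l1 and Rpl10-ps1. Of the 19 genes, 11 were so in XX E11.5, among them the epithelial genes Cdh1, Grhl2 and Tmprss2, which were chosen after their values were seen. In a list of 14 genes of mesonephric epithelium, 6 were lowest in XX E11.5 replicate 2 and more than 2 times below the mean of replicates 1 and 3, but 8 were more than 2 times higher in replicate 1 than in the mean of the others. Epcam was at 67.4, 6.97 and 5.58 CPM in replicates 1 to 3. The list could not decide, because 4 of its genes reached 10 CPM in all XX groups and its members went different ways, so RNA from mesonephric epithelium cannot be told apart from other sources.

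The pseudogene Rps18-ps6 fell from 143 CPM in XX E13.5 to 0.434 CPM in XX E15.5, and Rps18-ps3 from 85.6 to 0.888 CPM, while Rps18 itself was at 588 and 603 CPM. In XY E15.5 these pseudogenes were at 67.2 and 42.2 CPM. Rps18-ps3 was chosen after its values were seen. Rps18-ps6 had 1.30 CPM in XX E15.5 replicate 1 and no count in the others. If a sequence variant near Rps18 moved reads between the gene and its copies, its neighbours might also differ, and 34% of the 50 tested genes on each side were called in this step against 25.7% of all genes. Of 1000 random genes, 5.8% had neighbours called at least as often, which does not decide, so a variant cannot be told apart from a change in the mapping of reads.

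The labels of XX E13.5 replicate 1 give E13.5 in the title and E12.5 in another field. Its root mean square log2 distance to the other E13.5 libraries was 0.5221 and to the E12.5 libraries 0.7518, which argues against an E12.5 library in this group.

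X-linked genes were compared with autosomal genes as a set (602 and 15108 genes) after the other results were seen. The median XX minus XY difference of X-linked genes minus that of autosomal genes, on the log2 scale, was -0.087 at E11.5 (95% bootstrap interval over genes -0.172 to -0.025) and -0.044 at E12.5 (-0.143 to 0.036). It was 0.17 at E13.5 (0.054 to 0.271) and 0.14 at E15.5 (0.037 to 0.265). The genes are not independent replicates, and no explanation of these medians was tested.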
